A study of Mus musculus with 6 samples.

How the data were processed

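Single-cell RNA sequencing was performed by the study on the hypothalamus of male ob/ob mice, a leptin-deficient strain with obesity and diabetes. Per the labels, each mouse was 11 weeks old and received 3 µg of FGF1 R50E, a mutant of fibroblast growth factor 1 with impaired integrin binding, into a cerebral ventricle. The mice were killed on day 5 after the injection, the tissue was dissociated, and libraries were made with the 10x Genomics Chromium 3' v2 kit. The labels name 6 samples of 1 mouse each, all in the R50E group. The table of cells held cells of 4 of them, mice 3, 4, 30 and 34, and no cells of mice 12 and 37, which were therefore not analysed here. The table also held 50172 cells of 12 libraries whose names give other groups. They are not among the labelled samples, so they were not used here, as controls or otherwise. With 1 treatment group among the labelled samples, no effect of the treatment was estimated.

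The deposited UMI counts (unique molecular identifiers, that is, counted molecules) were whole numbers per gene and cell, and their sums equalled the UMI totals and the numbers of detected genes that the authors listed for every cell. The authors also gave a mitochondrial percent for each cell, which was recomputed from 13 mitochondrial genes and agreed, and a cell type label. A doublet score, deposited as a fraction between 0 and 1, and a silhouette score, deposited without a description, were read only to describe the cells. The aligner, the genome build, the doublet caller and the way in which the cell type labels were made are not given in the sources used here, so genes are named by symbol and no coordinates are given. Cells had passed a filter by the authors: they held at least 487 UMIs and 396 genes, at most 20.0% mitochondrial UMIs, and silhouette scores above 0. The depth-corrected counts deposited beside the raw counts were not used, because the correction was made over all 16 libraries of the table.

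The 20151 cells held 16411 listed genes, of which 15217 had a UMI in these cells. Of the others, 1194 genes had no UMI in any of the 20151 cells, while 34 genes had UMIs in exactly 1 cell. So few genes with UMIs in 1 cell beside so many at 0 leave it open that a filter on genes set some counts to 0, and no upper limit was derived for a gene listed at 0 in every cell. Intervals cover counting error only unless stated.

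UMI counts were summed per mouse and cell type, using the authors' 9 cell types. Within the same mice, 4 pairs of cell types were compared with the edgeR 4.0.16 quasi-likelihood F test in R 4.3.3, with mouse as a block, TMM normalization, the filterByExpr filter on low counts, and Benjamini-Hochberg adjustment. A mouse needed 20 cells of each type, and all 4 mice had them. Genes were called at an adjusted p below 0.05 and a log2 fold change above 1 or below -1. Standard errors of log2 fold changes were derived from the F statistic. Because the authors' cell types can be expected to rest on the same counts, the numbers of called genes are descriptive. The comparison was tested on simulated data with the real means, totals and dispersions, in which 200 genes were changed 2-fold or 4-fold. Each contrast was simulated 1 time, with the mean of each gene taken over both types and no shift between mice. Far more genes differed in the real contrasts, with 1743 to 2665 called, so the rates given here hold for the simulated setting only. At an adjusted p below 0.05 alone, between 74% and 88% of 2-fold changes and between 88% and 93% of 4-fold changes were recovered, and between 2.31% and 7.34% of the genes past it were false. With the limit on the log2 fold change as well, as in the comparisons, between 41% and 55% of 2-fold changes, which lie at that limit, and between 88% and 93% of 4-fold changes were called, and between 0.694% and 2.76% of the calls were false.

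A list of 10 genes that respond to MAPK/ERK signalling (Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4 and Etv5) was tested in the same 4 contrasts with camera in limma 3.58.1, two-sided, on log2 CPM (UMI counts of a gene scaled by the total of its sum, as edgeR gives them) with a prior count of 2 and the inter-gene correlation preset at 0.01. The p-values were adjusted over the 4 contrasts.

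Variation between mice was measured as the edgeR common biological coefficient of variation (BCV) over genes with at least 50 CPM in a type. In each of 20 seeded draws, 50 cells were taken per mouse from the 7 types with at least 50 cells in every mouse. As a baseline, the cells of all mice were dealt at random to 4 sums of 50 cells, where 6 sums had been planned for 6 mice. On simulated sums with a BCV of 0.2 or 0.4, the estimates lay close to the simulated values. Shares of cells were averaged over mice and set beside the SD that binomial counting alone would give.

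The groups, contrasts, gene lists, tests and alternatives were chosen before the data were examined. The genes named were fixed by a rule: a panel of 24 genes and, in each of the 7 types, the 2 genes of largest gene-wise dispersion between mice among those with at least 100 CPM over the pooled cells of that type. The panel consists of the FGF receptor and pathway genes Fgfr1, Fgfr2, Fgfr3, Fgfr4, Fgfrl1, Klb, Fgf1, Itgav, Itgb3 and Mapk3, the 10 MAPK genes, and the glial genes Gfap, Vim, Aqp4 and Serpina3n. Of these, 22 are in the gene list, and Fgfr4 and Klb are not. The panel as first fixed held 1 further gene, which is not reported here and is left out of the counts and adjustments over the panel. The male label was checked with Xist, Ddx3y, Uty and Eif2s3y. Other genes named in the closing section were chosen after their values were seen, or belong to lists used in tests there: 4 X-linked genes that escape X inactivation, 5 chemokine genes, 10 microglia and macrophage genes, and 12 early-response genes. Correlations between cell types across mice had been planned for 2 scores and were not run, because they need at least 6 mice.

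The alternatives were size factors in place of TMM, no filter on low counts, the DESeq2 1.42.0 Wald test, a fit without the block, a minimum of 50 cells, removal of the 5% of cells with the most UMIs, thinning of the sums to equal totals, an estimated inter-gene correlation, a wider list of 14 MAPK feedback genes, other numbers of cells and expression minimums for the BCV, other denominators for the shares, and leaving out each mouse in turn. Each changed 1 choice at a time. Values per mouse were screened with Dixon's ratio at a critical value of 0.829. The type labels were also swapped within mice in each of the 8 distinct ways. Sums and tests outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. GENCODE M21 transcripts served for transcript lengths and for the sequence shared by Gm10076 and Rpl41, with no claim about the build the authors used.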

Results

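Hypothalamic cells of 4 male ob/ob mice treated with FGF1 R50E were profiled, and each mouse was 1 replicate of the single group. Mouse 3 had 7386 cells and 8856079 UMIs, mouse 4 had 3180 cells and 3898209 UMIs, mouse 30 had 3005 cells and 3299971 UMIs, and mouse 34 had 6580 cells and 7916843 UMIs. The median number of UMIs per cell was 1066, 947.5, 909 and 1038 in mice 3, 4, 30 and 34. The median number of genes per cell was 639, 583, 566 and 608.5 in the same order. No 2 libraries were duplicates: the chi-square per degree of freedom between the astrocyte sums of 2 mice ranged from 2.15 to 6.77, and it was at most 1.11 when the cells of the 2 mice were pooled and dealt at random.

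The first question was which cells the dissociated tissue yielded. Astrocytes made up 26.6% ± 8.26 of the cells of a mouse (SD, n = 4). Tanycytes, the elongated glial cells that line the floor of the third ventricle, made up 23.1% ± 3.57 (SD, n = 4), and ependymal cells, the ciliated cells of the ventricle wall, 8.34% ± 2.96 (SD, n = 4). Oligodendrocytes accounted for 22.3% ± 4.80, their precursor cells for 6.82% ± 1.73 and committed oligodendrocyte precursors for 4.03% ± 2.08 (SD, n = 4 for each). Endothelial cells accounted for 6.35% ± 0.846, microglia for 1.96% ± 0.875 and vascular leptomeningeal cells for 0.504% ± 0.655 (SD, n = 4 for each). No type was labelled as neurons. The spread between mice exceeded that of binomial counting in each of the 9 types, by 2.28 times for endothelial cells and by 11.9 times for astrocytes. Astrocytes made up 33.8% and 33.2% of the cells in mice 3 and 34, but 22.6% and 16.9% in mice 4 and 30. Mouse 30 contributed 44 of the 68 vascular leptomeningeal cells. The alternative that moved a share most relative to its spread between mice was leaving out the most abundant type, after which endothelial cells made up 8.69% of the remaining cells.

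**Figure D1:**
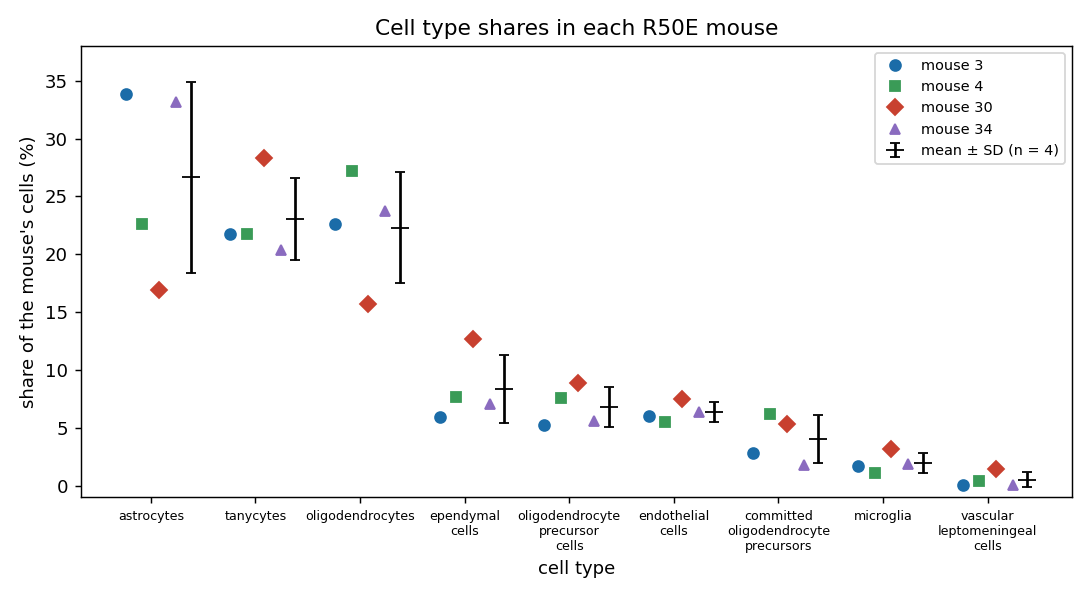
Share of each mouse's cells (%, vertical axis) in the 9 cell types (horizontal axis), with 1 point per mouse and the mean ± SD (n = 4) beside the points. Astrocytes range from 16.9% in mouse 30 to 33.8% in mouse 3.

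FGF1 R50E, a mutant of a ligand of the FGF receptors, was injected into a cerebral ventricle. Tanycytes and ependymal cells line the ventricles, and astrocytes lie near them. The next question was how these 3 types differed within the same mice. Summed counts held between 346326 and 2206005 UMIs per mouse in these 3 types. Between tanycytes and ependymal cells, 1743 of 8781 tested genes were called by edgeR, with 591 higher and 1152 lower in tanycytes. The alternative that moved this count most, by ratio, was thinning the sums to equal totals, with 1110 genes. Between tanycytes and astrocytes, 2128 of 10081 genes were called, with 1020 higher and 1108 lower in tanycytes. Between astrocytes and ependymal cells, 2665 of 8371 genes were called, with 1195 higher and 1470 lower in astrocytes. The fourth contrast set oligodendrocyte precursor cells against oligodendrocytes, with 235526 to 2319177 UMIs per sum. There, 1820 of 6497 genes were called, 989 higher and 831 lower in the precursors. Of the called genes, 1702, 2065, 2599 and 1788 changed in the same direction in 4 of 4 mice, in the order of the contrasts. The types were defined by the authors on expression, so many called genes would follow from that definition alone.

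Fgfr3 was the FGF receptor gene with the highest level in astrocytes, at 875 ± 41.4 CPM (SD, n = 4), against 92.6 ± 9.23 CPM in tanycytes and 104 ± 13.8 CPM in ependymal cells. Its log2 fold change was -3.24 ± 0.087 (SE) in tanycytes against astrocytes (adjusted p 2.79e-27 by edgeR, lower in 4 of 4 mice) and 3.20 ± 0.13 in astrocytes against ependymal cells. Tanycytes and ependymal cells did not differ detectably in Fgfr3, with a log2 fold change of -0.06 ± 0.13 whose sign changed without mouse 4. Fgfr1 stood at 148 ± 22.3 CPM in ependymal cells, 109 ± 15.4 CPM in astrocytes and 76.8 ± 8.81 CPM in tanycytes (SD, n = 4), and its log2 fold change was -0.85 in tanycytes against ependymal cells, lower in 4 of 4 mice. Fgf1 itself was lower in tanycytes than in astrocytes, by a log2 fold change of -1.54 ± 0.14 (SE). Itgav, which encodes the alpha chain of the integrin alpha-v family, was higher in tanycytes than in ependymal cells (log2 fold change 1.55 ± 0.17) and higher still in astrocytes against ependymal cells (2.48 ± 0.17). Itgb3, its beta-3 partner, had at most 17 UMIs in any of the 3 types and passed no filter.

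In oligodendrocyte precursor cells, Fgfr1 was at 77.1 ± 10.6 CPM against 19.6 ± 6.65 CPM in oligodendrocytes (SD, n = 4), a log2 fold change of 1.55 ± 0.22 (SE). Fgfr2 went the other way, with 218 ± 20.2 CPM in oligodendrocytes and 5.46 ± 5.52 CPM in the precursors. The Fgfr2 value in the precursors rests on 9 UMIs over 4 mice and on 0 UMIs in mouse 30, and the log2 fold change was -5.43 ± 0.25, or -6.34 without mouse 3. Mapk3, which encodes ERK1, and Fgf1 were lower in the precursors, by log2 fold changes of -2.39 ± 0.16 and -2.01 ± 0.19. Each of these 4 changes had its direction in 4 of 4 mice and passed the adjusted threshold under every alternative that gave a value.

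Over the panel, 9 of 15 tested genes passed an adjusted p of 0.05 over all genes in tanycytes against ependymal cells, and 10 did when adjusted over the list alone. In tanycytes against astrocytes, 16 of 18 genes passed over all genes and 17 adjusted over the list alone. In astrocytes against ependymal cells, 12 of 15 passed both over all genes and adjusted over the list alone, and in the precursors against oligodendrocytes 13 of 17 did so. Among the glial genes, Vim was higher in tanycytes than in astrocytes (log2 fold change 3.58), while Aqp4, Serpina3n and Gfap were lower (-2.90, -2.45 and -2.10), each in 4 of 4 mice. The Serpina3n value depended on mouse 30, without which it was -3.46. Astrocytes had less Vim than ependymal cells, by a log2 fold change of -4.00. The Serpina3n difference between astrocytes and ependymal cells rested on single libraries: the log2 fold change was 1.12 (adjusted p 0.0289 by edgeR, higher in 3 of 4 mice), it was 2.84 without mouse 30, and without mouse 3, 4 or 34 it was 0.82, 0.79 or 0.86 and no longer passed the threshold.

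**Figure D2:**
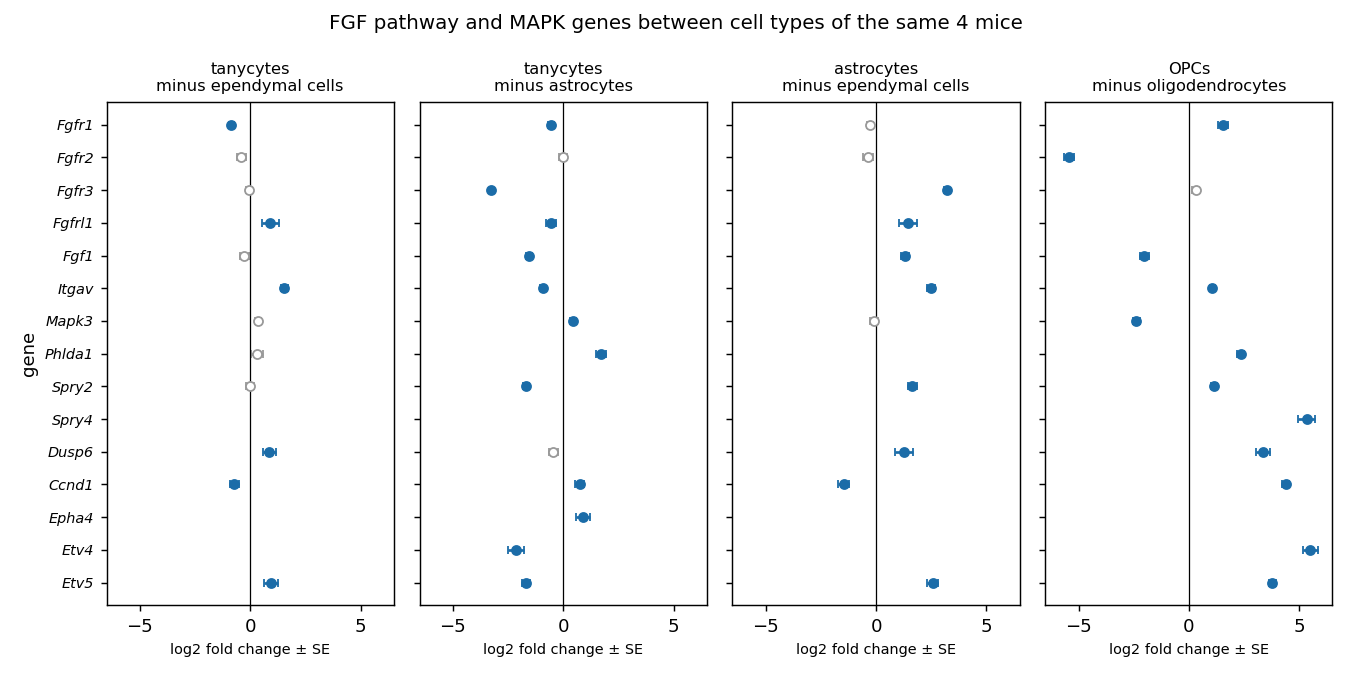
Log2 fold change ± SE (horizontal axis) of the tested FGF pathway and MAPK genes (vertical axis) in the 4 contrasts between cell types of the same 4 mice. Filled blue points have an adjusted p below 0.05 and open grey points do not. The extremes are Fgfr2 at -5.43 and Etv4 at 5.50, both in precursor cells against oligodendrocytes.

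The series title concerns MAPK/ERK signalling, so the 10 MAPK genes were compared as a set. In oligodendrocyte precursor cells against oligodendrocytes, the 7 tested genes had a median log2 fold change of 3.77, and each of the 7 was higher in the precursors in 4 of 4 mice. Epha4 did not pass the filter there. It was at 15.7 ± 2.61 CPM in the precursors and 21.7 ± 11.9 CPM in oligodendrocytes (SD, n = 4), lower in the precursors in mice 3 and 4 only. Without the filter, the mean log2 fold change was 2.58 over 9 genes, in place of 3.69. The camera p over the 7 tested genes was 8.47e-07, adjusted to 3.39e-06 over 4 contrasts. With an inter-gene correlation estimated from the data (0.278) in place of the preset one, the p was 0.0530 and the adjusted p 0.212, so this call did not hold, and over the other alternatives the adjusted p ranged from 1.48e-06 to 0.00024. No call was made in the other 3 contrasts. The median log2 fold change was 0.30 over 5 genes in tanycytes against ependymal cells (p 0.621, adjusted p 0.621 by camera), and without mouse 34 it was -0.06 while the mean (0.15) and the direction of the test stayed positive. It was -0.45 over 7 genes in tanycytes against astrocytes (p 0.473, adjusted p 0.621 by camera) and 1.45 over 4 genes in astrocytes against ependymal cells (p 0.222, adjusted p 0.445 by camera). Both moved with single mice: the first was -0.99 without mouse 34 and -0.84 without mouse 3, each over 6 genes, and the second was 0.87 over 5 genes without mouse 3. In the last 2 of these contrasts, the wider list of feedback genes passed the threshold with the preset correlation, with medians of -1.02 and 1.33 and adjusted p of 0.0394 and 0.0176 by camera. These genes moved in different directions in the contrasts with tanycytes: against astrocytes, Spry2, Etv5 and Etv4 were lower in tanycytes (log2 fold changes of -1.69, -1.68 and -2.14) and Phlda1 was higher (1.70). In the precursors, the log2 fold changes were 5.50 for Etv4, 5.34 for Spry4, 4.38 for Ccnd1, 3.77 for Etv5, 3.36 for Dusp6, 2.35 for Phlda1 and 1.12 for Spry2. Ccnd1 stood at 444 ± 37.6 CPM in the precursors and at 18.5 ± 6.97 CPM in oligodendrocytes (SD, n = 4), and Etv5 at 256 ± 39.3 and 15.7 ± 4.52 CPM. Dusp4 had 0 UMIs in the 5 types compared. With no control group among the samples analysed, these differences describe the cell types and not the treatment.

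The single group allowed the spread between mice to be measured in its own right. With 50 cells per mouse, the BCV was 0.217 in ependymal cells, 0.166 in endothelial cells, 0.160 in tanycytes, 0.157 in astrocytes, 0.148 in oligodendrocytes, 0.146 in oligodendrocyte precursor cells and 0.138 in committed oligodendrocyte precursors. The SD over the 20 draws was between 0.0044 and 0.0086. When the cells of all mice were dealt at random, the BCV fell to between 0.058 and 0.078. The value of ependymal cells depended on mouse 30, without which it was 0.157. Among the alternatives that kept all 4 mice, the largest move was that of endothelial cells with 20 cells per mouse, to 0.191.

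**Figure D3:**
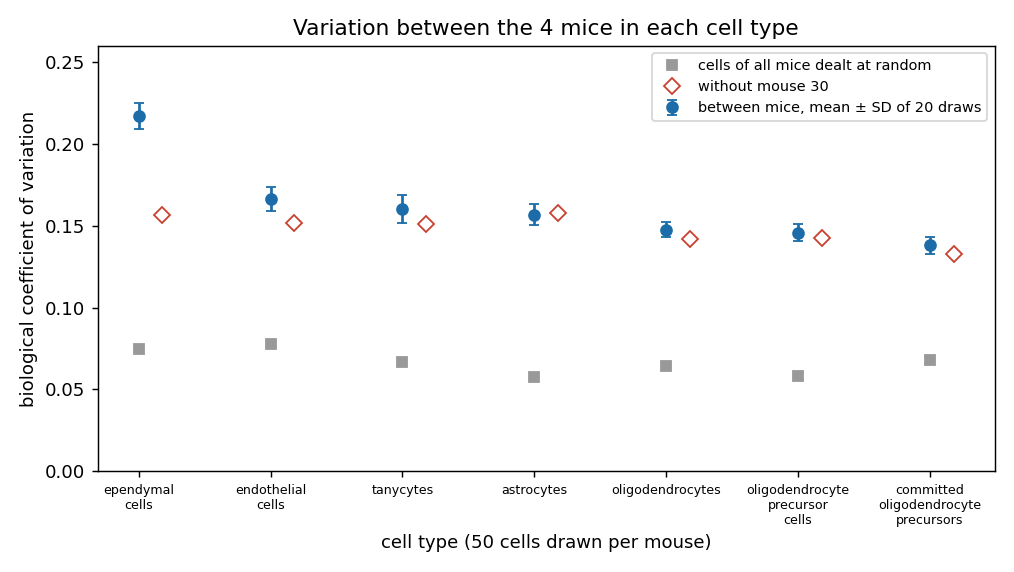
Biological coefficient of variation between the 4 mice (vertical axis) in 7 cell types (horizontal axis), with 50 cells per mouse. Blue points show the mean ± SD of 20 draws, grey squares the cells of all mice dealt at random, and open red diamonds the value without mouse 30, which is 0.157 in ependymal cells against 0.217 with it.

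The genes of largest dispersion between mice were often set apart by mouse 30. In ependymal cells, Cxcl10 was at 3731 CPM in mouse 30, at 38.5 CPM in mouse 34 and at 0 UMIs in mice 3 and 4, and Ccl2 was at 1614 CPM in mouse 30, 3.61 CPM in mouse 34 and 0 UMIs in mice 3 and 4. Tanycytes of mouse 30 held Cxcl10 at 855 CPM, against 3.40 to 12.9 CPM in the other mice. Ttr in tanycytes was at 281 CPM in mouse 3, where 15 of 1604 cells held its UMIs, and at 4.54 to 37.9 CPM elsewhere. Ptgds was highest in mouse 30 in astrocytes (1623 CPM), in oligodendrocyte precursor cells (1473 CPM) and in endothelial cells (1556 CPM). The lowest Ptgds values were those of mouse 3, at 141, 127 and 247 CPM in the same types. Sgk1 in oligodendrocytes was at 1560 CPM in mouse 30 and at 225 to 360 CPM in the others. Hbb-bs, a haemoglobin gene, was at 365 CPM in the precursor cells of mouse 30 and at 54.7 to 73.4 CPM in the others, and in committed precursors it was at 271 CPM in mouse 3 and 206 CPM in mouse 30. Gm10076, whose sequence largely occurs in Rpl41, was highest in mouse 4, at 581 CPM in committed precursors and 489 CPM in oligodendrocytes. Cnot3 in astrocytes was at 48.1 and 76.0 CPM in mice 3 and 34, and at 243 and 286 CPM in mice 4 and 30. Acta2 in endothelial cells was at 4.33 CPM in mouse 4 and at 130 to 203 CPM in the others.

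**Figure D4:**
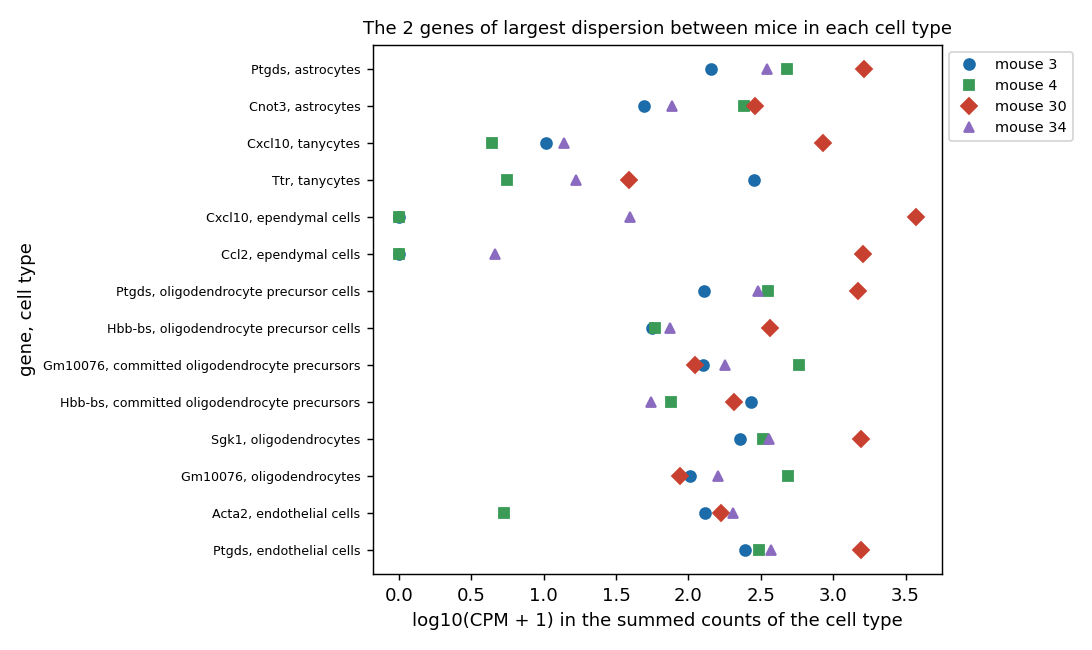
Level of the 2 most dispersed genes of each cell type (vertical axis) in the summed counts of each mouse, on a log10 scale of CPM + 1 (horizontal axis), with 1 point per mouse. Mouse 30 stands apart in 7 of the 14 genes and types, among them Cxcl10 in ependymal cells at 3731 CPM.

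The male label was checked over all cells. Xist had 0 UMIs in each of the 4 mice, although a gene listed at 0 in every cell gives no evidence where a filter on genes is open. The Y-linked genes had UMIs in each mouse. Ddx3y was at 111, 120 and 119 CPM in mice 3, 4 and 34 and at 45.5 CPM in mouse 30. Uty was at 36.5, 23.6 and 35.0 CPM in the same 3 mice and at 11.2 CPM in mouse 30. Eif2s3y was at 58.0, 63.1 and 52.3 CPM and at 28.5 CPM in mouse 30.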

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

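The tests of one level of free RNA over the cell types (chemokines, Ptgds, Hbb-bs, Sgk1 and Serpina3n), of Rpl41 beside Gm10076, of cell type composition, Xist and matched gene lists for the Y-linked genes, and of the share of values with 1 mouse apart were chosen after the results were seen. The other tests below were written down before their outcome was known, although each pattern had first been noticed in these data, so that any explanation is a hypothesis. With 1 treatment group, the design gives no biological explanation to test, and none was tested.

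Values per mouse were screened for 1 mouse whose gap to the nearest of the others took up most of the range of the 4 mice. Of 102 values screened, 14 had 1 mouse apart, and in 10 of these it was mouse 30. Chance sets 1 mouse apart in about 5% of such groups. Among the 88 values fixed beforehand, 5 had 1 mouse apart, or 5.68% (95% exact interval 1.87% to 12.8%), so that their number is consistent with chance. The other 14 values had been chosen for large variation, and 9 of them had 1 mouse apart. Of the 5 fixed values, the median mitochondrial percent was 12.8% in mouse 3 (12.815) against 13.5% in the other 3 mice. Itgav in oligodendrocyte precursor cells was at 340 CPM in mouse 4 and at 413 to 425 CPM in the others. Dusp6 in tanycytes was at 33.7 CPM in mouse 30 and at 21.6 to 23.5 CPM in the others. No further test was run on these 3 values. The other 2 of the 5 values are those of Ddx3y and Serpina3n.

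Ddx3y over all cells was at 45.5 CPM in mouse 30, against 111 to 120 CPM in the others. Together with Uty, Eif2s3y and Kdm5d, the last chosen after its values were seen, the Y-linked genes of mouse 30 stood at 41.1% of their level in the other mice. The single genes stood at 38.9% (Ddx3y), 35.4% (Uty), 49.3% (Eif2s3y) and 39.5% (Kdm5d). A different mix of cell types is argued against, since mouse 30 had the lowest level in 7 of the 7 types, at 37.3% to 48.2% of the others. Chance among genes of like level is argued against as well: 0% of 10000 random lists of 4 genes matched for level had a median log2 change as low as -1.29, and the lowest list was at -0.80. A part of the cells without Y-linked transcripts is a candidate explanation. It would bring UMIs of Ddx3y and of the other 3 genes together in the same cells more often than depth predicts. In mouse 30, 18 cells held both against 8.98 predicted, a ratio of 2.01 (95% interval 1.19 to 3.17), where a mixture that leaves 41.1% would need 2.43. In the other 3 mice together the ratio was 0.970 (0.865 to 1.08), but mouse 4 alone had 0.756 (0.563 to 0.994), so that single libraries depart from the prediction by more than counting error and the value of mouse 30 is weaker evidence than its interval says. Mice 3 and 34 had 1.06 (0.889 to 1.24) and 0.993 (0.824 to 1.19). Whether such cells would come from a female animal could not be decided. Xist had UMIs in 0 cells of mouse 30, but also in 0 cells of the other mice, so that a filter on genes is open. Kdm6a, Kdm5c, Eif2s3x and Ddx3x, which escape X inactivation, had a median log2 change of 0.0826 in mouse 30, at percentile 68.9 of matched lists, between the values that would argue for and against. A mixture of cells of another animal, a loss of the Y chromosome in some cells and a mislabelled sample stay open.

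Cxcl10 was at 3731 CPM and Ccl2 at 1614 CPM (1613.5) in the ependymal cells of mouse 30, and Cxcl10 at 855 CPM in its tanycytes, where the other 3 mice had at most 38.5 CPM for each of the 3 values. Ccl7, Ccl12 and Cxcl1 were added, chosen after their values were seen. The 5 chemokine genes were summed in the 7 types with at least 50 cells in every mouse. Among these types of mouse 30, the highest sum was 6475 CPM, in ependymal cells, and the lowest 95.7 CPM, in committed oligodendrocyte precursors. This 67.7-fold difference between types argues against free RNA at one level in every type. In none of the 7 types did the 5 genes pass 58.2 CPM in another mouse. Microglia and vascular leptomeningeal cells were not among the 7 types. Over all cells of mouse 30, Ccl7 and Ccl12 were at 149 and 260 CPM, above their levels in each of the 7 types. Ccl12 was also above those levels over all cells of mice 3, 4 and 34, at 16.3, 12.3 and 11.2 CPM. These genes thus stood higher in microglia or vascular leptomeningeal cells than in any of the 7 types. Free RNA from ependymal cells alone would keep the share of Cxcl10 among the UMIs of the 5 genes as it was in them. This share was 57.6% in ependymal cells (bootstrap 95% interval 55.0% to 60.4%). It lay apart from that in 5 of the other 6 types, among them tanycytes at 70.2% (66.0% to 73.9%). This argues against ependymal cells as the only source in those 5 types. Free RNA of another source, such as microglia or vascular leptomeningeal cells, was not tested and stays open. RNA of microglia or macrophages in ependymal cells is argued against by a median log2 rise of 0.309 over 10 of their genes, where at least 2 had been predicted. The SE of 0.43 comes from the spread of the rise over these genes, not between mice, and is that of a mean. The genes went both ways, with Pf4 up by 3.75 and C1qa by 1.51, both named after their values were seen. If the chemokine transcripts came with cells without Y-linked transcripts, the cells with a chemokine UMI would differ from the other cells of their type in Y-linked UMIs. The ratio was 1.04 (0.827 to 1.30), which argues against such cells as the source. Cells of another male animal would show no such difference and are not excluded. A response to dissociation stays open, since 12 early-response genes rose in the ependymal cells of mouse 30 by a median of 0.406 on the log2 scale. The SE, again over the genes and of a mean, was 0.19. The median is under the bound of 0.5 set to argue against such a response, but by less than that SE. An inflammatory state of this animal, a different reaction to the injection and an unlabelled handling difference were not tested.

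Free RNA at one level in every type would raise a gene by like amounts over the other mice in all types, whatever its usual level there. Each rise below is mouse 30 less the mean of the other 3 mice, with limits that take in the bootstrap over cells and the range of the other mice. Serpina3n was at 181 CPM in the ependymal cells of mouse 30, against 2.89 to 12.9 CPM in the other mice. It rose by 173 CPM there (lower limit 119) and by 3.33 CPM in oligodendrocytes (upper limit 20.3), which is 1.93% of the ependymal rise and argues against free RNA at one level. Sgk1 was at 1560 CPM (1559.5) in the oligodendrocytes of mouse 30, against 225 to 360 CPM in the others. It rose by 1256 CPM there (lower limit 1088) and by 15.2 CPM in tanycytes (upper limit 27.3), or 1.21% of the oligodendrocyte rise, which argues against the same explanation. In UMIs per cell, the limits lay apart in the same way for both genes. Nothing else was tested for these 2 genes.

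Ptgds was at 1473 CPM in the oligodendrocyte precursor cells and at 1556 CPM in the endothelial cells of mouse 30, against 127 to 370 CPM in the other mice. Oligodendrocytes, where Ptgds was above 10000 CPM in each mouse, were left out of its test. Over the other 6 types it rose by 293 CPM in committed oligodendrocyte precursors (upper limit 515) and by 1300 CPM in astrocytes (1299.7, lower limit 898). The lowest rise was 22.6% of the highest, but the limits do not lie 2-fold apart, so that free RNA at one level is neither shown nor excluded for Ptgds. Hbb-bs was at 365 CPM in the precursor cells of mouse 30, against 54.7 to 73.4 CPM in the others. Its rise in ependymal cells was 45.0% of that in precursor cells (136 and 303 CPM). In committed precursors no rise was shown, as mouse 3 was higher there, so that free RNA at one level is neither shown nor excluded for Hbb-bs either. The source of the transcripts of the 2 genes was not tested.

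Ttr was at 281 CPM in the tanycytes of mouse 3 and at 4.54 to 37.9 CPM in the others. In mouse 3, 571 Ttr UMIs lay in 15 of 1604 tanycytes, the 10 cells with the most held 99.1% of them (95% exact interval 97.9% to 99.7%, for counting error only), and 1 cell held 215. A few cells that hold the transcripts are thus a candidate explanation of the difference, rather than a level shared by the type. Whether these are doublets or cells of another type was not tested.

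Gm10076 was at 581 CPM in the committed oligodendrocyte precursors of mouse 4 and at 110 to 178 CPM in the others, and it was highest in mouse 4 in each of the 7 types. Of the 25-base words of its transcripts in GENCODE M21, 85.8% also occur in Rpl41, so that reads shared with Rpl41 are a candidate explanation. Rpl41 was lowest in mouse 4 in 0 of the 7 types. This does not decide, because the excess of Gm10076 in mouse 4, 373 to 704 CPM, is of the size of the SD of Rpl41 between mice, 250 to 614 CPM, and a loss of that size would not show.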

How the results depend on the processing

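No alternative was chosen after the data were examined. Each count of called genes and each alternative refers to the 4 contrasts, the 4 MAPK sets, the 65 panel values, the 7 BCV values and the 9 shares.

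Of 40 counts of called genes under the alternatives, 37 stayed within 1.5 times the value reported. Thinning the sums to equal totals gave 1110 genes in tanycytes against ependymal cells, of which 968 were among the genes called before, and 1322 in tanycytes against astrocytes, of which 1202 were. Fewer genes were tested there, 5122 and 6377. Without a filter on low counts, 3054 genes were called in oligodendrocyte precursor cells against oligodendrocytes, 1707 of them among those called before, with 14797 genes tested in place of 6497. A fit without mouse as a block called 1744, 2118, 2678 and 1826 genes in the 4 contrasts, so the block changed little. The Wald test of DESeq2 called 1622, 2017, 2579 and 1767 genes. Leaving out each mouse in turn gave 1754 to 1920, 1862 to 2429, 2448 to 2976 and 1799 to 2318 genes.

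Of 28 alternatives for the MAPK sets, 25 kept their side of the threshold. In oligodendrocyte precursor cells against oligodendrocytes, an estimated inter-gene correlation leaves the median log2 fold change at 3.77 by construction, and the adjusted p rose to 0.212. The median was 2.35 with the wider list, 3.23 without the filter, and 3.39 to 3.97 without each mouse. The wider list passed the threshold in tanycytes against astrocytes, with a median of -1.02, and in astrocytes against ependymal cells, with a median of 1.33. More of its genes were tested, 10 and 7 in place of 7 and 4, but it leaves out Ccnd1, Epha2 and Epha4. Ccnd1 and Epha4 went against the set in tanycytes against astrocytes, with log2 fold changes of 0.76 and 0.91. Phlda1, which is in both lists, did so too (1.70). Ccnd1 also went against the set in astrocytes against ependymal cells (-1.47). Whether the genes added or those left out led to the calls was not tested. The medians without each mouse ranged from -0.06 to 0.84 in tanycytes against ependymal cells, from -0.99 (without mouse 34) to -0.57 in tanycytes against astrocytes, and from 0.87 (without mouse 3) to 1.86 in astrocytes against ependymal cells. None of these led to a call.

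Of 634 alternative values for panel genes, 552 kept both their direction and their side of the threshold of an adjusted p of 0.05, 56 lost it, 10 gained it, and 16 that passed the threshold in neither setting changed sign. No value past the threshold reversed. The losses fell in 14 genes and contrasts, with most under the Wald test (13), then without a block (8), without mouse 3 (8), without mouse 34 (8) and without mouse 4 (7). Among them, Fgfrl1, Dusp6 and Etv5 in tanycytes against ependymal cells each lost the threshold without at least 1 single mouse. Dusp6 in astrocytes against ependymal cells, with a log2 fold change of 1.26, was no longer past it without mouse 3 (0.87) or mouse 34 (0.65). Aqp4 in the same contrast, at 0.37, was not past it without mouse 3 (0.27), 4 (0.29) or 34 (0.38).

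Of 56 BCV values, 48 moved by less than their jackknife standard error. That error is computed from the values without each mouse, which cannot lie farther than it from their own mean. Their small moves were thus largely set in advance. With 20 cells per mouse the BCV was 0.179 in astrocytes, 0.177 in tanycytes, 0.169 in oligodendrocyte precursor cells, 0.161 in committed precursors, 0.170 in oligodendrocytes and 0.191 in endothelial cells. With 100 cells the value in oligodendrocytes was 0.136. Fewer cells leave more sampling noise, as the randomly dealt cells show, at 0.092 to 0.120 with 20 cells and 0.042 to 0.056 with 100. In ependymal cells, leaving out 1 mouse gave 0.157 to 0.243, with the lowest value without mouse 30.

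Of 62 shares, 56 moved by less than 1 SD between mice. Leaving out 1 mouse cannot move a mean share by 1 SD, so the shares without each mouse say nothing about stability. Among cells with at least 1000 UMIs, astrocytes made up 15.9% and tanycytes 27.2%, as astrocytes had the lowest median depth (851 UMIs against 1143 in tanycytes). Without the most abundant type, the shares of tanycytes, oligodendrocyte precursor cells, oligodendrocytes and endothelial cells were 31.4%, 9.19%, 30.9% and 8.69%, by construction of the smaller denominator.

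The minimum of 50 cells removed no mouse from any contrast and gave no other value. The correlations between cell types and their alternatives were not run with 4 mice. Epha2 and Itgb3 had at most 17 UMIs in each of the 5 types compared and did not pass the filter on low counts there. Dusp4 had 0 UMIs in every cell, where a filter on genes is open.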

Other observations

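The comparison of splits, of transcript lengths and of pseudogenes with their parent genes, and the swaps of type labels, were written down before their outcome was known. The patterns themselves had been noticed in these data first, so any explanation is a hypothesis. No biological explanation was tested.

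The 4 libraries parted into pairs. Of the 1533 genes with a mean of at least 50 CPM in each of the 7 types, 47 separated mice 3 and 34 from mice 4 and 30 in all 7 types, without overlap and in 1 direction. The other 2 ways to pair the mice separated 0 and 3 genes, so chance separation is argued against. In a single type, chance alone would put 33.3% of the genes in each of the 3 pairings. Genes named here were chosen after their values were seen. Vps8 over all cells was at 236 and 291 CPM in mice 3 and 34 and at 841 and 660 CPM in mice 4 and 30. Cnot3 was at 53.2 and 66.8 CPM against 200 and 191 CPM. In astrocytes, Gfap was at 144 and 160 CPM against 391 and 428 CPM, and Spry2 at 207 and 206 CPM against 75.8 and 100 CPM. The same pairs differ in size, with 7386 and 6580 cells against 3180 and 3005, and in the share of astrocytes. Transcript length could be involved, since the genes higher in mice 3 and 34 had a median length 0.738 times that of the genes lower in them, but reassigning the directions gave a ratio as far from 1 with a permutation p of 0.310, two-sided, and the question stays open. An unlabelled batch and the number of cells cannot be told apart here. The labels state that 3 whole-cell samples shared a flow cell and do not say which.

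Ribosomal pseudogenes differed between the libraries of mice 3 and 4. The median log2 change from mouse 3 to mouse 4 was -0.80 over 10 pseudogenes, of which 9 were lower in mouse 4. If reads had been divided differently between a gene and its copies, the parent genes would have moved the other way. Their median was -0.0336 (SE 0.056, from the spread over the parent genes and for a mean), which is too close to 0 to decide. The sum of each parent and its copies moved by -0.12. The other 67 ribosomal protein genes moved by -0.07.

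Swapping the 2 type labels within mice gives 8 distinct arrangements. The real arrangement called 1743, 2128, 2665 and 1820 genes in the 4 contrasts, and the highest of the other 7 called 0 by edgeR, with at most 170, 367, 168 and 150 genes at an unadjusted p below 0.05. In each contrast 1 of the 8 arrangements gave as many genes, the real one itself, and 8 arrangements are too few for a share under 0.05.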
